A study of Mus musculus with 6 samples. Its data were reported in "Inhibition of fatty acid oxidation enables heart regeneration in adult mice" (2023).

How the data were processed

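Total RNA of 6 cultures of neonatal mouse cardiomyocytes was sequenced, 3 treated with DMSO and 3 with αKG. Per the study's methods, the authors trimmed reads with Trimmomatic, aligned them with STAR to mm10 (GRCm38), counted reads lying at least partly in exons per gene with featureCounts, left out reads of several genes or places, and used DESeq2. The deposited values are named a score here, because the authors had divided reads by a size factor per library and rounded the result to whole numbers, so that they are no raw counts. The plan, fixed before the data were examined, assumed raw counts and held limma on log2(value + 1) for the case of normalized values. That fallback was used. DESeq2 and edgeR were not used on the values, since they need counts.

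The scale was read from the values. Recomputed median-ratio factors lay between 1.001 and 1.009, and column totals differed by up to 2.41%. In αKG replicates 1 and 2, 7 and 11 of the whole numbers up to 100 never occurred, as when reads are multiplied by a factor above 1 and rounded. A likelihood over these steps gave the value of 1 read as 0.9646, 0.9259 and 0.9496 in DMSO replicates 1 to 3 and 1.0781, 1.1188 and 0.9399 in αKG replicates 1 to 3. Dividing by it gave the estimated reads. The estimate was tested on simulated data: 39 of 40 random factors over 20066 genes were recovered within 0.1%, and the largest error, 0.28%, was for a factor next to 1. PCR reads without molecular identifiers are not independent molecules, so sampling noise covers counting error only.

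Gene positions are those of the deposited table, and 99% of its genes had identical positions in GENCODE M21 (GRCm38), which gave exon lengths and GC content. No mitochondrial-genome gene was listed, and 17 were rRNA genes. The table held only genes with a value of at least 2 in some library. For 9 symbols used by more than 1 gene, the gene with the higher mean was taken. The counting was not stated to use strand, so antisense and overlapping genes are uncertain.

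All 6 libraries entered 1 model with treatment as its only term (limma 3.58.1, R 4.3.3; Python 3.11.15 for reading and plots), with no filter and a pseudocount of 1, which understates the change of genes with low values. The plan named limma without saying whether the variance may follow the mean. The trend was allowed, because the spread of log values rises at low counts, and this was chosen in the first fit of the data, before the fit without it was seen; both counts are reported. Adjusted p-values are Benjamini-Hochberg values. In simulated reads over 20066 genes, with 200 changed by known folds, 185 were called, all with the right sign, and 0 unchanged genes were called; with no gene changed, 0 genes were called. The simulated spread was that between the DMSO libraries, which is small (dispersion 4.34e-05), so the simulation does not cover the larger spread between αKG libraries.

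Gene lists were written before the data were examined and tested with camera (preset correlation 0.01) on the same log2 values, with fry and an estimated correlation beside it. The rule for naming genes, fixed before the data were examined, covered genes picked from those the study names, sex-linked genes, the 5 largest rises and 5 largest falls among called genes with a mean of at least 100 and groups that do not overlap, up to 3 genes with the smallest p of each list past the threshold, and the 3 highest-mean genes of each marker list. All of these were run under the alternatives, but the text leaves out most members of lists, several markers and some study genes, and no rule decided which. *Acot1* and *Slc25a34* were added outside the rule after their values were seen. Alternatives were filters, pseudocount, scaling, a replicate block, GC and length correction, and each library left out. The list of genes from the study does not hold every gene it names. The study does not say whether its p threshold was adjusted, so unadjusted counts are given beside. The concentration follows the labels; the study's methods give a different one.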

Results

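RNA was sequenced from primary cardiomyocytes of newborn C57BL/6 mice that had been cultured for 96 h with cell-permeable α-ketoglutarate (αKG), a Krebs cycle intermediate, or with its solvent dimethylsulfoxide (DMSO). The labels give 3 libraries per group and an αKG concentration of 100 µM. The deposited table listed 20066 genes, of which 14257 were protein coding. Its values were normalized read counts rounded to whole numbers, so the depth had to be estimated from the spacing of the low values. The estimated reads in genes were 4219153, 4428847 and 4292077 for DMSO replicates 1 to 3 and 3863035, 3725345 and 4386929 for αKG replicates 1 to 3.

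The libraries were first compared with each other. Across genes, the Pearson correlation of log2 values between DMSO libraries lay between 0.983 and 0.984. αKG replicates 1 and 2 correlated at 0.978 with each other and at 0.962 and 0.963 with αKG replicate 3. αKG replicate 3 correlated at 0.98, 0.98 and 0.977 with DMSO replicates 1 to 3 and was thus closer to the control libraries than to its own group. The first principal component held 52.9% of the variance, with αKG replicates 1 and 2 at 76.7 and 71.4, αKG replicate 3 at -21.4 and the DMSO libraries between -46.7 and -36.3. All 3 αKG libraries were kept in every group comparison, as planned. DMSO replicates 2 and 3 differed by no more than sampling noise over 14608 genes as a whole (chi-square of 1 per gene, p = 0.356), whereas the other DMSO pairs gave 1.39 and 1.84 per gene. In 58 cell cycle genes, however, the same pair gave 7.95 per gene, with 55 of them higher in replicate 2, so both were counted as separate samples.

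Which genes differ between αKG-treated and control cardiomyocytes was asked with limma on log2(value + 1). At a Benjamini-Hochberg adjusted p under 0.05, 759 of 20066 genes differed, 568 higher and 191 lower in αKG. Without adjustment, 5648 genes had a p under 0.05, where chance gives about 1003. This count depended on single libraries: it was 7466 without αKG replicate 3, 0 without αKG replicate 1 and 0 without αKG replicate 2, where 3324 and 3244 genes still had an unadjusted p under 0.05. It also depended on the variance model, since limma without a trend of the variance with the mean called 27 genes. Without αKG replicate 3 the calls were divided almost evenly, 3865 higher and 3601 lower. The groups did not overlap in 5675 genes, or 28.3%, where chance gives 10%, and 2755 of these were higher and 2920 lower in αKG.

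**Figure D1:**
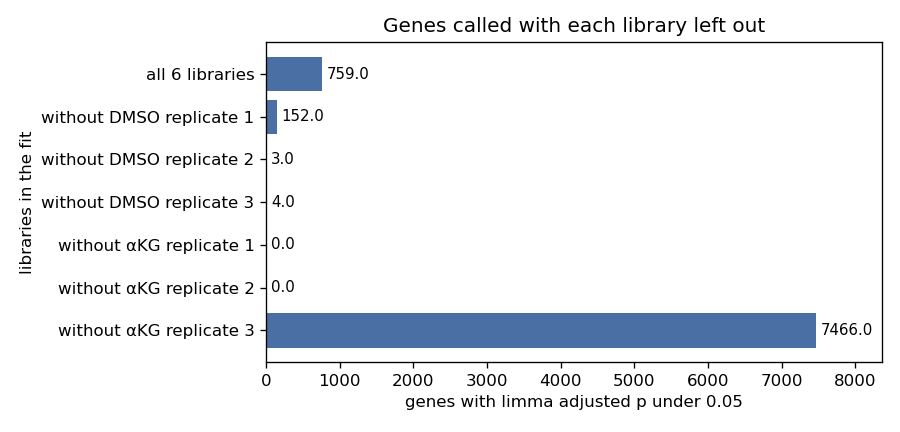
Number of genes with a limma adjusted p under 0.05 (x axis) with all 6 libraries and with each library left out (y axis). The count is 759 with all libraries, 7466 without αKG replicate 3, and 0 without αKG replicate 1 or 2.

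The study asked whether αKG keeps cardiomyocytes in a less mature state, and named fetal genes as elevated and maturation genes as reduced. Of the 4 fetal genes, 3 passed the threshold. *Acta1*, skeletal α-actin (ENSMUSG00000031972, GRCm38 chromosome 8, 123891769 to 123894751), rose from 76.7 ± 8.08 to 383 ± 127 normalized counts (SD, n = 3 each), a log2 fold change of 2.25 ± 0.23 (SE, limma adjusted p = 0.00335). *Myh7*, β-myosin heavy chain (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626), rose from 548 ± 94 to 2141 ± 858, a log2 fold change of 1.88 ± 0.28 (limma adjusted p = 0.0146). *Nppb*, B-type natriuretic peptide (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205), rose from 95.3 ± 23.7 to 293.7 ± 55.8, a log2 fold change of 1.63 ± 0.20 (limma adjusted p = 0.0071). Each of these 3 genes was higher in every αKG library than in every DMSO library, and each lost its call without αKG replicate 1, αKG replicate 2, DMSO replicate 2 or DMSO replicate 3, in the fit without the variance trend, and with DMSO replicates 2 and 3 averaged. *Myh7* also lost it without DMSO replicate 1 and with the replicate block. *Nppa*, atrial natriuretic peptide, did not pass (648.7 ± 136 against 511.7 ± 38.9, log2 fold change 0.32 ± 0.14, limma adjusted p = 0.173), except without αKG replicate 3 (limma adjusted p = 0.00533; 0.00533 to 0.509 over its alternatives). Without adjustment it would fall just under a threshold of 0.05, and *Tnni3* and *Myocd*, below, would not. The study does not say whether its own p threshold was adjusted. The *Nppa* value in αKG replicate 3, 498, lay within the DMSO range of 469 to 545.

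**Figure D2:**
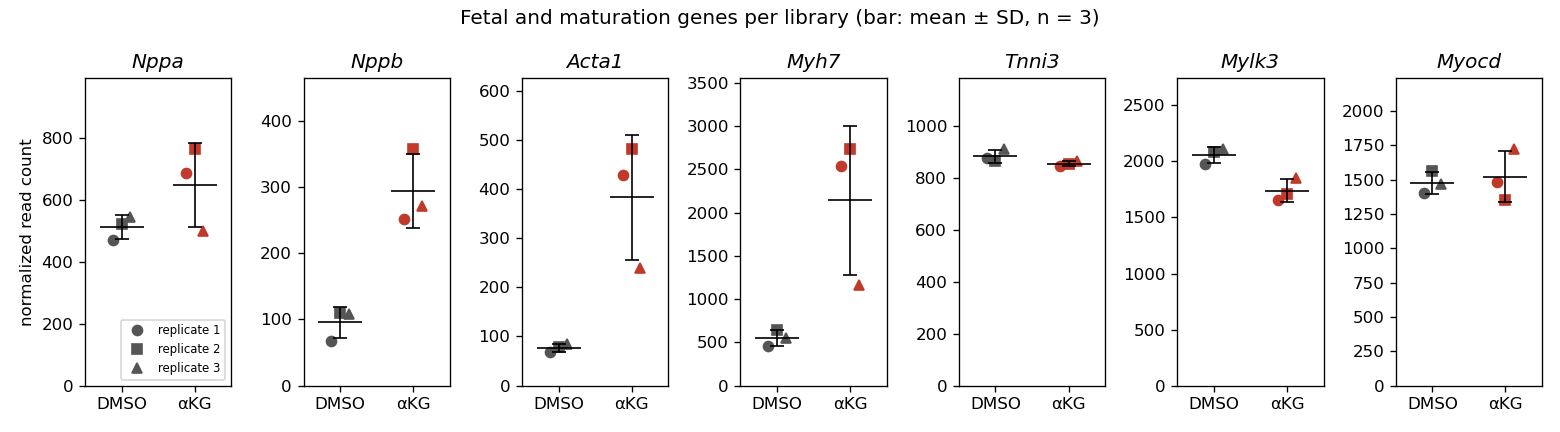
Normalized read counts (y axis, from 0) of 4 fetal and 3 maturation genes per library in DMSO and αKG; symbols mark replicates, horizontal bars the mean and error bars the SD. *Acta1*, *Myh7* and *Nppb* lie above the DMSO libraries in all 3 αKG libraries, while *Tnni3* and *Myocd* overlap.

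None of the 3 maturation genes passed the adjusted threshold. *Mylk3*, cardiac myosin light chain kinase, was lower in all 3 αKG libraries (1740 ± 103 against 2058 ± 70.1, log2 fold change -0.24 ± 0.06, limma adjusted p = 0.0561). It would pass without adjustment, and it passed without αKG replicate 3 (adjusted p = 0.00351; 0.00351 to 0.275 over its alternatives), with libraries scaled to the same total and with quantile normalization. The groups overlapped in *Tnni3*, cardiac troponin I (855.7 ± 9.61 against 883.7 ± 24.4, log2 fold change -0.05 ± 0.06, limma adjusted p = 0.639), and in *Myocd* (1520 ± 186 against 1476 ± 81.6, 0.04 ± 0.09, limma adjusted p = 0.809), and neither passed under any alternative. Among 23 genes picked, before the data were examined, from those the study names, 5 passed over all genes and 6, the sixth being *Mylk3*, when adjusted over the list alone; 0 passed over all genes in any of the 4 fits without αKG replicate 1 or 2 or DMSO replicate 2 or 3, and 11 passed without αKG replicate 3. The study chose some of these genes on these samples, so the list is not independent evidence. The proliferation marker *Mki67* was higher in αKG (3573 ± 58 against 2124 ± 574, log2 fold change 0.78 ± 0.15, limma adjusted p = 0.034), and its DMSO values fell from 2738 to 2034 and 1601 over replicates 1 to 3. The demethylase gene *Kdm5c* was lower (log2 fold change -0.27 ± 0.06, limma adjusted p = 0.0494), a call lost in 13 of 19 alternatives, against 8 of 19 for *Mki67*, while *Kdm5a* and *Kdm5b* did not pass (limma adjusted p = 0.832 and 0.18).

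By the rule for naming genes, the 5 largest rises were in *Adamts8* (log2 fold change 2.81), *Casq1* (2.49), *Mybpc2* (2.31), *Acta1* (2.25) and *Creb5* (1.99). *Mybpc2* reached 211, 229 and 233 in the 3 αKG libraries against 36, 55 and 44 in DMSO. The largest falls were in *Angpt2* (-1.48), *Mmrn2* (-1.43), *Podxl* (-1.16), *Nav3* (-1.15) and *Kdr* (-1.14). Each was lower in all 3 αKG libraries than in any DMSO library. In the order given, the falls lost their calls in 8, 9, 9, 11 and 8 of 19 alternatives. The rises lost theirs in 5, 9, 2, 6 and 2. *Kdr* is also among the endothelial markers, which fell as a set (median -0.91). RNA of a whole culture does not tell whether cardiomyocytes or other cells changed.

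Gene lists were compared with limma's camera at a preset correlation of 0.01, and 12 of 20 lists passed an adjusted p of 0.05. The cell cycle list had a median log2 fold change of 0.73, with 58 of 58 genes higher (camera adjusted p = 3.68e-16), and DNA repair one of 1.01 (2.9e-12). Neither held under fry (adjusted p = 0.193 and 0.108) or with an estimated correlation (0.576 for both), and a single DMSO library differed from the other DMSO libraries by up to 0.77 and 0.57 on these lists. Under fry, 3 lists held, each at an adjusted p of 0.0289: cholesterol synthesis (median 0.50), angiogenesis (-0.59) and endothelial markers (-0.91). With an estimated correlation 0 lists held, and 2 had an unadjusted p under 0.05.

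The other lists past the camera threshold were extracellular matrix (median log2 fold change 0.47), ATF4 stress response (0.71), HIF targets (0.38), fibroblast markers (0.60), epicardial markers (1.24), Krebs cycle (-0.11) and enzymes acting on H3K4 (-0.09). The lists for fatty acid oxidation (0.08), sarcomere and contraction (0.07), glycolysis (0.11), NRF2 targets (0.09), interferon response (0.33) and markers of cardiomyocytes (0.07), mural cells (0.25) and macrophages (-0.14, 5 of 12 genes listed) did not pass. αKG replicate 3 did not share several of these shifts: its median difference from the DMSO mean was 0.03 for extracellular matrix, 0 for ATF4, -0.03 for HIF targets, -0.02 for fibroblast markers and -0.79 for epicardial markers, where replicate 1 had 0.70, 0.90, 0.54, 0.88 and 2.25. Without αKG replicate 2, HIF targets, fibroblast markers, epicardial markers and the H3K4 list no longer passed; without αKG replicate 1, HIF targets, epicardial markers and the H3K4 list did not pass, and the H3K4 list also failed without DMSO replicate 2 or 3, with the filter of 10, with limma-voom and with DMSO replicates 2 and 3 averaged. Epicardial markers also failed for members with a mean of at least 50. Other lists gained a call: fatty acid oxidation passed without αKG replicate 1, without αKG replicate 2, with the GC and length correction and with quantile normalization, and glycolysis passed without αKG replicate 3, with the GC and length correction, alone or with the replicate block, and with quantile normalization. Mural markers passed with the filter of 10, with limma-voom, for members with a mean of at least 50, and with the GC and length correction, alone or with the replicate block.

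**Figure D3:**
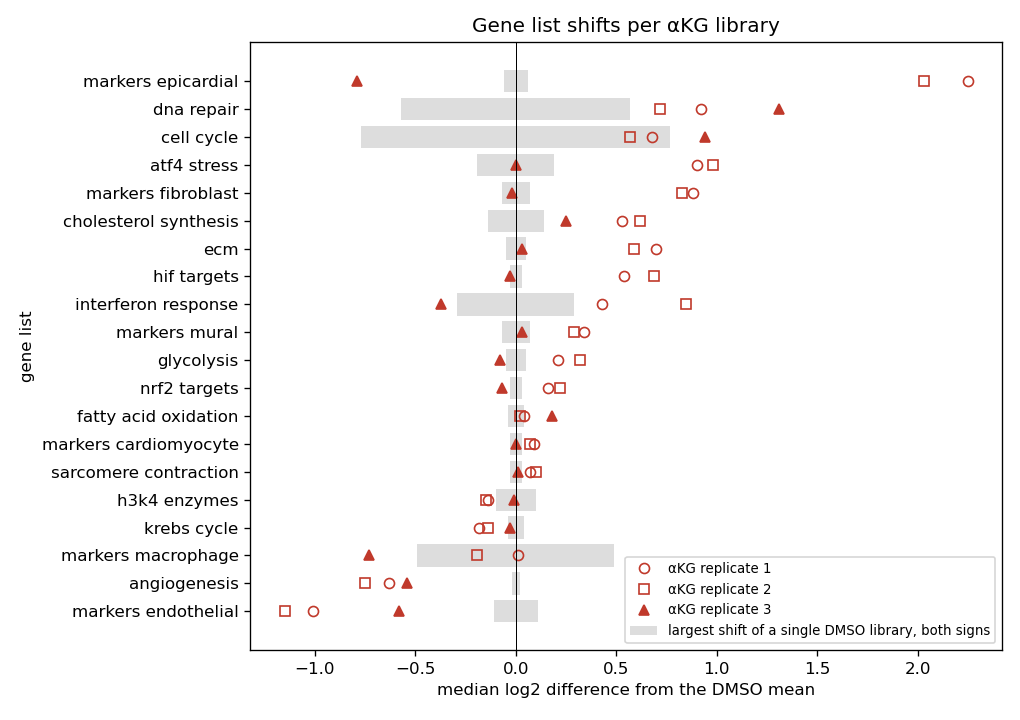
Median log2 difference from the DMSO mean (x axis) of each gene list (y axis) in the 3 αKG libraries; grey bars span the largest shift of a single DMSO library from the other DMSO libraries, in both directions. αKG replicate 3 lies at -0.58 for endothelial markers and 1.31 for DNA repair, and at -0.79 for epicardial markers where replicates 1 and 2 lie at 2.25 and 2.03.

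The sex-linked genes were read per library. *Xist* had 1965, 2103 and 2051 normalized counts in DMSO and 3138, 3254 and 2292 in αKG (log2 fold change 0.49 ± 0.11, limma adjusted p = 0.0494). This call was lost in 13 of 19 alternatives. The summed Y-linked genes differed by -0.04 on the log2 scale, and by -0.13 to 0.05 over the fits without 1 library. With the GC and length correction *Xist* was 0.27 higher, and the Y-linked genes *Uty*, *Ddx3y*, *Eif2s3y* and *Kdm5d* were at -0.61, -0.44, -0.44 and -0.13, with a call for *Uty* (limma adjusted p = 0.0225; 0.0225 to 0.794 over its alternatives), which it kept when the replicate block was added.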

Values the study reported

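The methods of the study gave 500 μM for the octyl ester of αKG in cultured cells, and its text a treatment of 4 days. For hearts lacking *Cpt1b*, a different experiment, it reported 1,513 and 1,432 differentially expressed genes.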

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

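The count of genes differing between αKG and DMSO was the least stable result. It ranged from 0 to 7466 genes across the 6 fits that each left out 1 library, against 759 with all of them. Without DMSO replicates 1, 2 and 3 it was 152, 3 and 4. The fits without αKG replicate 1 or 2 rest on 2 αKG libraries that differ from each other, and 3324 and 3244 genes had an unadjusted p under 0.05 in them. Among alternatives chosen before the data were examined, 5648 genes passed without adjustment, 309 passed with a change of at least 2-fold, and 346 passed with a pseudocount of 0.1. Among alternatives chosen after seeing the data, limma without the mean trend gave 27, limma-voom on estimated reads 404, and averaging DMSO replicates 2 and 3 into 1 sample 19, a fit that has fewer samples. The cause of the other differences was not tested. The share of higher genes was 74.8%, against 66.3% with libraries scaled to the same total and 69.2% with quantile normalization. It was 55.8% at an unadjusted p under 0.05, 51.8% without αKG replicate 3 and 99.3% without DMSO replicate 1, so the excess of higher genes depends on the libraries and the threshold.

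The number of study genes past the threshold ranged from 0 to 11 over the fits without 1 library, against 5; it was 2 with the replicate block, 0 without the mean trend and 0 with DMSO replicates 2 and 3 averaged. *Acta1*, *Myh7* and *Nppb* stayed higher in αKG under every alternative run, with log2 fold changes from 2.05 to 2.56, 1.66 to 2.28 and 1.41 to 1.75, and adjusted p up to 0.255 in each. Of 20 lists, 12 passed; 0 passed with an estimated correlation and 3 with fry.

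Replicate numbers are shared between groups. With the number as a replicate block, 46 genes were called, and with the block and a GC and length correction 1095. Deviations from the group means of same-numbered libraries correlated at -0.074, 0.136 and 0.002. Those of differently numbered libraries lay between -0.169 and 0.145, so no pairing by number was seen. With 3 libraries per group, and αKG replicate 3 far from its group, a pairing could be missed, so it is not excluded.

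The mean correlation between groups, 0.965, was 0.548 over the 500 most variable genes and 0.95 over genes with a mean of at least 10; the cause was not tested. The following directions reversed, each for a gene or list without a call. With the GC and length correction *Tnni3* was 0.08 and *Ttn* -0.11, with or without the replicate block. With quantile normalization *Myocd* was -0.02, *Ddx3y* 0.03, *Eif2s3y* 0.01, *Ryr2* -0.11, *Myh6* -0.10, sarcomere genes -0.03 and cardiomyocyte markers -0.08. With DMSO replicates 2 and 3 averaged *Ddx3y* was 0.01. The interferon list was -0.05 with the filter of 10, -0.07 with limma-voom and -0.02 for members with a mean of at least 50, and the macrophage list 0.24 and 0.21 in the first 2 of these. Over the fits without 1 library, the ranges were -0.07 to 0.01 for *Eif2s3y*, -0.67 to 0.19 for *Lyz2*, -0.15 to 0.09 for *Ddx3y*, -0.33 to 0.08 for *Mrc1*, -0.12 to 0.01 for *Snx19*, -0.06 to 0.12 for *Myocd*, -0.06 to 0.25 for *Lsm6*, -0.08 to 0.01 for *Kdm5a*, -0.13 to 0.12 for *Kdm5d*, -0.27 to 0.05 for *Uty* and -0.02 to 0.20 for NRF2 targets. The summed Y-linked genes also changed sign, with -0.13 without αKG replicate 2 and 0.05 without αKG replicate 3. The cause of these reversals was not tested. Of 2031 values of single genes and lists under an alternative, 322 lost and 53 gained a call. DESeq2 and edgeR were not used on the deposited values, which are not counts. The fits listed beforehand with them, with TMM scaling and with shrunken fold changes were therefore not run on these values. They were not run on the estimated reads either, although limma-voom was.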

Other observations

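The tests of the mislabelled and mixed sample, of nuclear RNA, of depth for the intronic genes, of cell types, of PPAR targets and of *Xist* were chosen only after the result was seen. Thinning to one depth, used for all depth tests below, was also not among the alternatives chosen before the data were examined.

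Of the 10 splits of the 6 libraries into 3 against 3, 1, the real one, gave as many genes as 759; the others gave 0, with 136 to 2610 genes at an unadjusted p under 0.05. With 10 splits the share is never under 0.1, so chance cannot be excluded this way. After the GC and length correction 618 of the 759 genes were still called, and after thinning to one depth 610, which argues against these trends as the whole cause.

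αKG replicate 3 lay nearer to the DMSO libraries than to the other αKG libraries. At one depth its correlation with DMSO was still higher, by 0.016, which argues against depth. A mislabelled DMSO library is argued against by 11 of 20 lists that shifted more than any single DMSO library, among them endothelial markers (-0.58, against 0.11). A further DMSO library would exceed the others on some lists by chance, and lists are not independent, so the argument rests on the size of such shifts. Admixture of DMSO material would place this library between the DMSO and the other αKG libraries. Epicardial markers lay outside, at -0.79 against 2.25 and 2.03, where a single DMSO library shifted by at most 0.06, and 8 of 10 of them were below every DMSO library, which argues against a mixture of the materials sequenced here. In all, 6 of 20 lists lay outside by more than a single DMSO library shifted. A response of that culture that was only weaker would also place it between the others. Of these 6 lists, epicardial markers lay farthest outside (0.79 against 0.06). NRF2 targets (0.07 against 0.03), glycolysis (0.08 against 0.05) and macrophage markers (0.54 against 0.49) lay outside by little, which chance can give. The lists therefore argue against a merely weaker response mainly through epicardial markers. Whether the cultures differed in their content of such cells was not tested. A different response, or one weaker in only some lists, remains open, and its cause was not tested.

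Genes annotated as TEC (unconfirmed transcripts, mostly single exons in introns) had a median log2 fold change of 0.86, with 1.25, 1.14 and 0.24 in αKG replicates 1 to 3. At one depth the median was 0.93, which argues against depth. Genomic DNA cannot be told apart from unspliced RNA by these values. Features in sense introns rose more than features between genes matched on mean value (by 0.33, permutation p = 5e-04, the smallest that 2000 permutations can give). The features between genes also rose (0.63). The rise did not follow the level of the host gene (Spearman -0.00275 across features, which are not independent). This does not decide, since unspliced RNA rising by the same factor in every gene would not follow that level either. For adult cardiomyocytes, the study's methods describe DNase digestion against genomic DNA, but they do not name these cultures there. A higher share of nuclear RNA also stays open: nuclear long non-coding RNAs had a median of 0.90, with 1.36, 1.42 and -0.03 in the 3 αKG libraries, but ribosomal protein genes did not fall clearly (-0.04). A difference in RNA quality between cultures may therefore contribute to the calls, and the 0.90 of nuclear RNAs does not separate it from an effect of αKG.

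Markers of fibroblasts rose (0.60) and those of endothelial cells fell as a set (-0.91), with 9 of 12 lower and 3 higher. A lower share of cardiomyocytes would raise both if the other cells kept their proportions, so these values argue against that case only. Where fibroblasts and endothelial cells change separately, they cannot decide. Cardiomyocyte markers had a median of 0.07, with 7 higher and 5 lower, and -0.08 with quantile normalization. More fibroblasts cannot be told apart from induced genes: 11 of 12 markers were higher, but in αKG replicate 3 *Col1a1* (1042), *Col1a2* (689) and *Col3a1* (655) were at or near their DMSO levels. Likewise, fewer endothelial cells cannot be told apart from lower expression within them, and this was not tested. For the rise of *Xist*, a higher share of female cells stays open. Summed Y-linked genes did not fall clearly (-0.04, and -0.13 to 0.05 over the fits without 1 library). After the GC and length correction, however, *Uty* was at -0.61 and *Ddx3y* and *Eif2s3y* at -0.44 each, while *Xist* was at 0.27.

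*Acot1* (25 ± 1.73 against 2.667 ± 1.15, log2 fold change 2.87) and *Slc25a34* (30.33 ± 3.06 against 5.333 ± 1.53, 2.33) had means too low for the rule for naming genes and were singled out after their values were seen; each lost its call in 6 of 19 alternatives. A candidate explanation is activation of PPAR targets. Without *Acot1* and *Slc25a34*, the list of 26 remaining targets had a fry p of 0.00475 and a median of 0.16, with 21 higher, but a p of 0.139 with an estimated correlation, so the hypothesis stays open.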
